# Simplified MethylRAD Sequencing to Detect Changes in DNA Methylation at Enhancer Elements in Differentiating Embryonic Stem Cells

**DOI:** 10.3390/epigenomes4040024

**Published:** 2020-10-01

**Authors:** Debapriya Saha, Allison B. Norvil, Nadia A. Lanman, Humaira Gowher

**Keywords:** DNA methylation, embryonic stem cells, MethylRAD, enhancer, pluripotency genes, histone demethylase LSD1

## Abstract

Differential DNA methylation is characteristic of gene regulatory regions, such as enhancers, which mostly constitute low or intermediate CpG content in their DNA sequence. Consequently, quantification of changes in DNA methylation at these sites is challenging. Given that DNA methylation across most of the mammalian genome is maintained, the use of genome-wide bisulfite sequencing to measure fractional changes in DNA methylation at specific sites is an overexertion which is both expensive and cumbersome. Here, we developed a MethylRAD technique with an improved experimental plan and bioinformatic analysis tool to examine regional DNA methylation changes in embryonic stem cells (ESCs) during differentiation. The transcriptional silencing of pluripotency genes (PpGs) during ESC differentiation is accompanied by PpG enhancer (PpGe) silencing mediated by the demethylation of H3K4me1 by LSD1. Our MethylRAD data show that in the presence of LSD1 inhibitor, a significant fraction of LSD1-bound PpGe fails to gain DNA methylation. We further show that this effect is mostly observed in PpGes with low/intermediate CpG content. Underscoring the sensitivity and accuracy of MethylRAD sequencing, our study demonstrates that this method can detect small changes in DNA methylation in regulatory regions, including those with low/intermediate CpG content, thus asserting its use as a method of choice for diagnostic purposes.

## 1. Introduction

DNA methylation is an epigenetic modification that plays an important role in many biological processes like genomic imprinting, X chromosome inactivation, embryogenesis, cellular differentiation, and transposon silencing [1]. In mammals, the DNA methyltransferases (DNMTs) DNMT3A and DNMT3B establish DNA methylation during early embryogenesis [2] and the post-replication maintenance of DNA methylation is largely performed by the enzyme DNMT1 [3,4]. DNA methylation involves the transfer of a methyl group from S-adenosyl methionine to the cytosine base mostly in CpG dinucleotides of the DNA [1,5]. The CpG dinucleotide is underrepresented in the mammalian genome [6,7] except in regions distinctly identified as CpG islands, which tend to be largely unmethylated [8]. CpG islands are found overlapping with the promoters of constitutively expressed house-keeping genes and are also associated with regulatory regions of imprinted genes. The promoters of tissue-specific genes and distal regulatory elements, such as enhancers, usually constitute low/intermediate CpG content and are differentially methylated [9]. The methylated state of promoters and enhancers is usually associated with gene repression. An increasing body of evidence suggests that the methylation status of enhancer regions corresponds better with target gene expression compared to the promoter methylation [10]. Given the that the DNA methylation state of the enhancer can be a direct readout of the transcription state, the aberrant DNA methylation of enhancers may be an indicator of a diseased state [11]. Mutations in DNMTs causing DNA methylation changes are highly prevalent in diverse pathological manifestations, such as neurodegeneration, growth syndromes, hematological malignancies, etc. [12].

Given that DNA methylation changes occur only in a fraction of the genome and these changes have a strong regulatory potential, there is a need for the development of high-throughput approaches to specifically and accurately measure changes in DNA methylation at these sites. Whole genome bisulfite sequencing (WGBS) uses bisulfite conversion of unmethylated cytosine residues to uracil and provides methylation information at a single-base resolution of the whole genome [13,14]. Since the bulk methylation across the genome is maintained, the generation of huge datasets to measure changes in only a fraction of the genome is futile. Some limitations of WGBS are partly alleviated by reduced representation bisulfite sequencing (RRBS), which is based on bisulfite sequencing of size-selected DNA fragments generated by restriction digestion. However, mapping the RRBS data to a reference genome can be challenging because bisulfite conversion reduces the genome complexity and the sequence alignment of short fragments becomes difficult [15]. Moreover, in WGBS, the measured methylation in differentially methylated regions is highly affected by biases caused by bisulfite conversion and other experimental variables, supporting the development of techniques which use bulsulfite-independent measurement of methylation in those regions [16]. Immunoprecipitation-based methods like Methylated DNA immunoprecipitation (MeDIP) utilize the pull-down of methylated DNA using anti-methylcytosine-binding proteins (MBDs) or antibodies against 5mC. The limitations for these techniques include low resolution and bias towards CpG-rich and highly methylated regions [17,18,19,20]. Methylation-dependent restriction enzymes serve as unique tools for the identification of methylated bases [21]. FspEI is a type IIS Mrr-like enzyme that recognizes 5-methylcytosine (5mC) and 5-hydroxymethylcytosine (5hmC) in the C^m^C and ^m^CDS sites (D = A or T; S = C or G) [22]. FspEI generates a double-stranded cleavage on the 3′ end of the modified cytosine at a fixed distance (N_12_/N_16_), cutting bi-directionally to generate 32 base-pair fragments in the presence of symmetrically methylated target sites. When combined with next generation sequencing (NGS), this method, known as MethylRAD, is a powerful tool for global methylome profiling. The conventional MethylRAD technique involves the retrieval of specific DNA fragments from polyacrylamide gel before library construction [23], making it technically challenging and frequently irreproducible.

In this study, we modified the MethylRAD technique and tested the efficacy and sensitivity of the method by analyzing changes in DNA methylation in the low/intermediate CpG content regions, specifically the enhancers of pluripotency genes during embryonic stem cell (ESC) differentiation. ESCs possess a unique DNA methylation signature with a specific methylation pattern that is very distinct from differentiated cells or cancer cells [24,25,26,27,28]. The undifferentiated state of ESCs is marked by the high expression of pluripotency genes. Consequently, the distant regulatory elements of pluripotency genes (PpGs), the pluripotency gene enhancers (PpGes), are in an active state, which is characterized by the binding of transcriptional coactivators, the presence of unmethylated DNA, and chromatin modifications, including histone H3K4me2/1 and H3K27Ac, at these sites. In response to signals of differentiation, the coactivator complex dissociates from PpGe, and concomitantly the LSD1-Mi2/NuRD complex, with its histone deacetylase (HDAC) activity, removes H3K27Ac, and the histone demethylase LSD1 demethylates H3K4me1 [29]. In our previous studies, we showed that histone demethylation by LSD1 is required for the subsequent deposition of DNA methylation in PpGes [30]. However, these observations were made only in a subset of seven PpG enhancers. Using the improvised MethyRAD technique, we investigated the genome-wide DNA methylation in ESCs before and after differentiation and measured the changes in DNA methylation at all known PpGes. To confirm the role of LSD1 in the regulation of DNA methylation in PpGes, ESCs were treated with an LSD1 inhibitor, pargyline, for 6 h before the induction of differentiation and DNA methylation in PpGes was compared between the treated and untreated samples. Our data show a significant increase in methylation in ~27–29% of LSD1-bound and decommissioned PpGes post differentiation, which was affected significantly by pargyline treatment. Our data therefore confirm the role of LSD1 in regulating DNA methylation and show its widespread effect on PpGe silencing during ESC differentiation. Our study also emphasizes the use of MethylRAD as a simple, sensitive, and largely accurate high-throughput method to measure DNA methylation changes in regulatory regions, such as enhancers and other regions with low/intermediate CpG content, without the use of chemical modification. The technical ease and simpler analysis of the datasets generated by this method makes it a powerful tool to analyze methylation changes at specific sites in various diseased states.

## 2. Results

### 2.1. Analysis of DNA Methylation at FspEI Sites during ESC Differentiation

During embryonic development, genome-wide changes in gene expression are associated with the site-specific gain of DNA methylation in regulatory regions. DNA methylation is established by the de novo DNA methyltransferases DNMT3A and DNMT3B [2,31]. Our previous studies have shown in vitro that during the differentiation of mouse embryonic stem cells [ESCs], the deposition of DNA methylation by DNMT3A is disrupted by the inhibition of the histone demethylation by LSD1 in a subset of pluripotency gene enhancers (PpGes) [30]. To determine if the gain of DNA methylation was widespread in other known PpGes and was regulated by LSD1 activity, we differentiated ESCs for 7 days in the presence or absence of the LSD1 inhibitor, pargyline. DNA methylation of the three samples [undifferentiated, untreated, and treated differentiated] was measured using our improved MethylRAD sequencing technique.

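The undifferentiated sample was E14Tg2A, an established mouse ESC line kept in medium with leukemia inhibitory factor (day 0). The untreated and treated samples were the same line on day 7 after leukemia inhibitory factor withdrawal and retinoic acid addition, without pargyline and with 3 mM pargyline, respectively. MethylRAD reads report fragments released by FspEI around a methylated cytosine, so the number of reads at a CCGG, CCAGG or CCTGG site increases with its methylation, whereas FspEI does not cut unmethylated sites. The authors mapped the trimmed reads to the mouse genome GRCm38, counted the uniquely mapped reads at each site, removed sites with fewer than 5 reads and deposited the count and the RPM value (reads normalized to the mapped reads of the library) of each remaining site. These lists held 1408466 sites with 40176194 reads in the undifferentiated sample, 1421071 sites with 45216192 reads in the untreated sample and 2055181 sites with 42020661 reads in the treated sample. There was 1 library per condition, so no difference between samples could be compared with a spread between replicates. The 95% intervals given for these samples cover counting error only or, for mean depths, only the spread over sites. PCR copies of 1 fragment are counted as separate reads.

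The CCWGG part of the 3 lists was largely shared. Of the 269725 CCTGG sites listed in both the undifferentiated and the untreated sample, 269653 carried the same count, and all 269719 CCTGG sites common to the untreated and the treated sample did. Of the 268383 CCAGG sites common to the undifferentiated and untreated samples, 268315 carried the same count. The CCAGG counts of the treated sample were separate, with 11228 equal counts among the 226215 sites shared with the undifferentiated sample. At CCGG sites, 19754 of the 785234 sites shared by the undifferentiated and untreated samples (2.52%) had equal counts. Sites within 10 bp of each other are read from the same fragments. At such pairs, the CCTGG counts listed for the treated sample had a Spearman correlation across sites of 0.992 with the CCGG counts of the undifferentiated sample and of 0.523 with the CCGG counts of the treated sample, where sites are not independent replicates. Differences between samples are therefore also given for CCGG sites alone, for which every list had its own counts. Sites were annotated with GENCODE basic transcripts of GRCm38, and a promoter was taken as 1 kb on each side of a transcription start site.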

MethylRAD sequencing uses the methylation-dependent restriction enzyme FspEI, which cuts at 10-16 bps flanking the methylated cytosine. This results in a release of 30-35 bp fragments, which are isolated and sequenced to determine methylated regions in the genome. However, the conventional method involves a tedious and frequently irreproducible step of DNA extraction for library preparation. We simplified the method, by gel excising the 30-35 bp fragments after the digested DNA was separated on an agarose gel. This pool of fragments was used for library preparation and sequencing (Figure S1A,B). Sequencing generated a total of 176.9 million reads. Individual sample reads were first mapped to the reference sequence mm10 to identify C^m^CGG/C^m^CWGG containing FspEI recognition sites. After removing low-quality reads without enzyme recognition sites, 66-76% of reads mapped uniquely to about 3 million enzyme recognition sites (Table 1).

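The deposited RPM values corresponded to the counts divided by 50959931 mapped reads in the undifferentiated sample, 73712891 in the untreated sample and 67235309 in the treated sample. Reads at the listed sites made up 78.8% of these reads in the undifferentiated sample, 61.3% in the untreated sample and 62.5% in the treated sample. The untreated and treated sums include CCWGG counts shared with the undifferentiated list. Their percentages are therefore not those of the library's own reads and cannot be compared with the undifferentiated sample. The assembled chromosomes of GRCm38 contain 1630178 CCGG, 3934781 CCAGG and 3932097 CCTGG motifs. Of the CCGG motifs, 52.1% were listed in the undifferentiated sample, 52.9% in the untreated sample and 53.4% in the treated sample. Of the CCAGG motifs, 6.78% were listed in the undifferentiated sample and 22.5% in the treated sample. Among the positions listed for CCGG in any sample, 97.4% had been aligned without a change in the motif, and 2.57% were read as CCGG through a substitution relative to the reference.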

We determined the reliable methylated sites by using a cutoff of read coverage of no less than five reads for each site, and obtained 0.89 million CCGG sites and 1.21 million CCWGG sites on average for each sample. 

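At least 5 reads were recorded at 870345 CCGG sites in the undifferentiated sample, 882955 in the untreated sample and 892366 in the treated sample, which is 881889 on average. The CCWGG sites numbered 538121 in the undifferentiated, 538116 in the untreated and 1162815 in the treated sample, an average of 746351. By motif, the undifferentiated sample had 268384 CCAGG and 269737 CCTGG sites, and the treated sample had 893047 CCAGG and 269768 CCTGG sites. CCAGG and CCTGG are the same double-stranded motif read from opposite strands. With a cutoff of at least 10 reads, which changed the numbers most, 733467 CCGG and 275699 CCWGG sites were left in the undifferentiated sample, 741270 and 275694 in the untreated sample, and 719762 and 595967 in the treated sample.

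**Figure D1:**
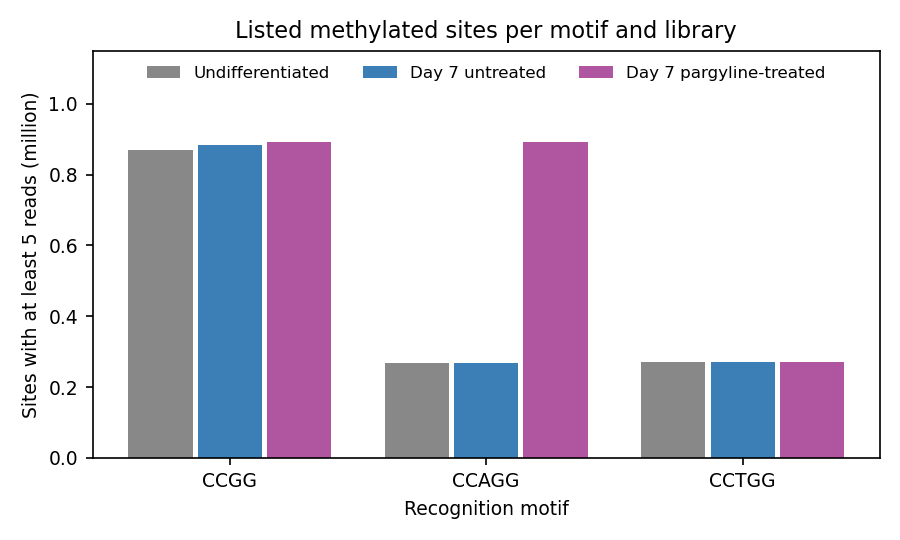
Number of sites with at least 5 reads (vertical axis) for each recognition motif (horizontal axis) in the undifferentiated, day 7 untreated and day 7 pargyline-treated samples, 1 library each. The CCGG bars lie between 870345 and 892366 sites, and the CCAGG bar of the treated sample, at 893047 sites, is 3.33 times that of the undifferentiated sample. The untreated CCAGG and CCTGG bars and the treated CCTGG bar rest on counts shared with the undifferentiated list. They give no separate comparison, so the CCAGG rise cannot be assigned to pargyline.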

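The mean number of reads per CCGG site was 36.3 in the undifferentiated sample (95% bootstrap interval over sites, 34.7 to 39.1), 41.5 in the untreated sample (39.4 to 44.7) and 28.9 in the treated sample (27.4 to 31.3). Averaged over the samples this was 35.6 reads. The median CCGG site had 26, 30 and 23 reads, respectively. The 5 CCGG sites with more than 10000 reads in the undifferentiated sample held 4.66% of its CCGG reads. Without them its mean was 34.6 (bootstrap interval, 34.6 to 34.7), so these sites account for most of the width of its interval. At CCWGG sites, the mean was 15.9 reads in the undifferentiated list, 15.9 in the untreated list and 14.0 in the treated list, an average of 15.3, with a median of 10 reads in each.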

The average coverage depth of CCGG and CCWGG sites was 34.8 and 14.7, respectively. (Figure 1, Table 2).

To test the fidelity and coverage of our method, we compared it to bulk ESCs RRBS data [32]. In total, the RRBS data had 2,426,133 unique sites with read support of greater than five. 

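Counting each position once over the 3 samples, 2231048 sites had at least 5 reads in at least 1 sample. They included 1026125 CCGG sites, and the others were CCAGG or CCTGG sites. At 74 positions, different samples listed different motifs, so numbers by motif do not add up to this total. With more than 5 reads, 2026653 sites were left. Of the CCGG sites, 882072 were listed in at least 2 samples and 737469 in all 3. The RRBS sites were not analysed here.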

Our MethylRAD data identified 3,212,889 unique sites with read support greater than five, leading to a 32% increase in the number of unique CpG sites detected (Table 3). Given the high fidelity of mapping and read number, we used the data for comparative analysis of DNA methylation between the samples.

### 2.2. Distribution of DNA Methylation Changes in ESCs during Differentiation

We analyzed the distribution of the methylated sites from the RRBS data and the CCGG/CCWGG sites from our MethylRAD data in distinct genomic sequences in undifferentiated ESCs (Figure 2A,B). The genomic regions analyzed include 3′ UTRs, 5′ UTRs, exon, intron, intergenic, promoter, and enhancer regions. 

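In the undifferentiated sample, 38.0% of the listed CCGG and CCWGG sites lay in distal intergenic regions (95% Wilson interval, 38.0 to 38.1%) and 44.8% in introns (44.8 to 44.9%), of which first introns held 15.5% of all sites. Exons held 7.73%, promoters 6.66%, 3′ UTRs 2.18%, the 300 bp downstream of genes 0.410% and 5′ UTRs 0.123% of the sites. Each site was given 1 category, with promoters taken first, so UTR and exon sites within a promoter were counted as promoter sites. Enhancers were not analysed here.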

Most of the DNA methylation was detected in the distal intergenic regions, introns, and ESC-specific enhancers in both undifferentiated MethylRAD and RRBS sites (Figure 2A,B). Given that RRBS uses methylation-insensitive restriction enzymes, such as MspI (CCGG), which cut unmethylated CpG-rich regions, a higher proportion of promoters are detected with RRBS compared to MethylRAD. However, interestingly, there is a 10-fold increase in the LSD1-bound enhancers and about a 2-fold increase in ESC enhancers in MethylRAD data compared to RRBS. This can be explained by the “loose” specificity of the methylation-sensitive enzyme FspEI which can detect and cut around most methylated cytosines. These data support MethylRAD as an improved technique to detect methylated sites in CpG-poor regions, such as enhancers. We next analyzed the distribution of the methylated CCGG/CCWGG sites in distinct genomic sequences in differentiated cells in the absence and presence of the LSD1 inhibitor, pargyline (Figure 2B). Compared to the undifferentiated ESCs, the relative distribution of the percentage of methylation was similar between all three samples. 

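The share of sites in distal intergenic regions was 37.6% in the untreated and 37.7% in the treated sample, and the share in introns was 44.4% and 45.1%, respectively. Exons held 7.84% of the sites of the untreated sample and 6.80% of those of the treated sample. The 3′ UTRs held 2.19% and 2.18%. Outside promoters and with both motifs together, the largest shift from the undifferentiated sample was in exons of the treated sample, which fell by 0.931 percentage points. With both motifs, the Wilson intervals of all categories were at most 0.164 percentage points wide. With both motifs, the intervals for intergenic regions, introns and exons did not overlap those of the undifferentiated sample, whereas the intervals for 3′ UTRs did. At CCGG sites alone, the shares in the undifferentiated, untreated and treated samples were 40.2%, 39.5% and 39.3% in distal intergenic regions, 43.9%, 43.2% and 42.7% in introns and 6.86%, 7.05% and 6.94% in exons. There, introns of the treated sample lay below and exons above the undifferentiated sample, with overlapping intervals for exons. The variation between cultures is unknown. The untreated list included 538116 CCWGG sites, nearly all with the same count as in the undifferentiated list.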

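Promoters, within 1 kb of 77198 annotated transcription start sites, held 93871 of the sites of the undifferentiated sample (Wilson interval of the share, 6.62 to 6.71%), 7.39% of those of the untreated sample (7.34 to 7.43%) and 7.68% of those of the treated sample (7.64 to 7.71%). At CCGG sites alone, the shares were 6.56%, 7.73% and 8.53%, respectively, and the intervals of the 3 samples did not overlap. The definition of a promoter moved these values most. With 3 kb on each side, the shares were 16.5%, 17.3% and 17.7%, and with 1 kb upstream only they were 3.16%, 3.48% and 3.64%. The treated sample had the highest and the undifferentiated sample the lowest share under each of these definitions.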

Only a modest increase in DNA methylation was observed in promoter regions in the untreated (2.35%) and treated (2.45%) samples compared to the undifferentiated ESCs (1.93%), which most likely is associated with gene repression post differentiation [33].

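Sites with at least 5 reads on day 7 that were not listed in the undifferentiated sample numbered 97708 in the untreated sample, all of them CCGG sites. In the treated sample they numbered 791132, of which 124305 were CCGG and 666827 were CCAGG sites. The median of these sites had 8 reads in the untreated and 9 reads in the treated sample, close to the cutoff. Of the sites of the untreated sample, 31450 were also absent from the treated sample.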

We next focused on regions that were de novo methylated post differentiation and plotted the fractional distribution of methylation at these sites. 

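In the untreated sample, 18429 of the sites listed only post differentiation lay in promoters, which is 18.9% (Wilson interval, 18.6 to 19.1%). Sites deeper than the cutoff had a lower share, with 13.7% at 10 or more reads. Among the sites also absent from the treated sample, the share was 24.4%. Distal intergenic regions held 36.1% and introns 35.5% of the sites listed only post differentiation in the untreated sample.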

A substantial gain of methylation was observed in promoters and enhancers (ESC and LSD1-bound) (Figure 2B). 

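In the treated sample, 9.35% of the sites listed only post differentiation lay in promoters (Wilson interval, 9.29 to 9.42%), which was 0.496 times the share in the untreated sample. This ratio depended on the motif. At CCGG sites, the promoter share of the treated sample was 21.4% (21.1 to 21.6%), 1.13 times that of the untreated sample. The CCAGG sites of the treated sample had a promoter share of 7.11% (7.05 to 7.18%), and the untreated list had no CCAGG site that was absent from the undifferentiated list. With CCGG counts thinned at random to the smallest CCGG total of the 3 samples, the shares were 15.4% in the untreated and 19.8% in the treated sample.

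**Figure D2:**
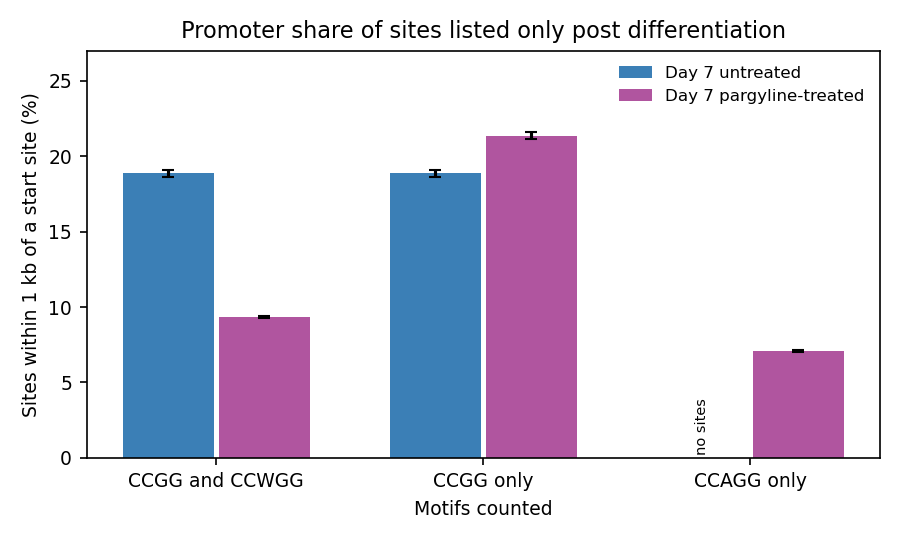
Share of the sites listed only post differentiation that lie within 1 kb of a transcription start site (vertical axis, percent), for CCGG and CCWGG sites together, CCGG sites and CCAGG sites (horizontal axis), in the untreated and pargyline-treated samples. Error bars are 95% Wilson intervals of 1 library each. The treated sample is lower with both motifs (9.35% against 18.9%) and higher at CCGG sites (21.4% against 18.9%).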

Interestingly, in pargyline-treated differentiated samples, this gain in methylation, particularly in promoters and LSD1-bound enhancers, showed 3-5-fold decrease in fractional amount. The 5′ UTR and exonic regions were also affected. 

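Of the sites listed only post differentiation, exons held 7.15% in the untreated sample (Wilson interval, 7.00 to 7.32%) and 4.94% in the treated sample (4.89 to 4.99%). The 5′ UTRs held 0.145% (0.123 to 0.171%) and 0.0992% (0.0925 to 0.106%). At CCGG sites of the treated sample, the exon share was 6.20% (6.07 to 6.34%) and the 5′ UTR share 0.146% (0.127 to 0.169%). The intervals of the 5′ UTR shares of the 2 samples overlapped at CCGG sites, so no difference was detectable there at this depth, whereas the exon share was lower in the treated sample.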

Taken together, these data show the applicability of our MethylRAD analysis to detect changes in DNA methylation in a site-specific manner across the genome.

### 2.3. DNA Methylation in LSD1-Bound Enhancers is Affected by LSD1 Inhibition

We performed an in-depth analysis of changes in DNA methylation in the LSD1-bound PpGes by quantifying its increase or decrease in differentiated cells compared to undifferentiated ESCs. Our MethylRAD analysis detected methylation in 2316 of 3712 annotated LSD1-bound PpGes. To improve the statistical significance of our analysis, average methylation change in the exonic regions of housekeeping genes was used to normalize the data. Our data show a significant increase in methylation in about 27% enhancers post differentiation. LSD1 inhibition led to a significant reduction in the number of enhancers that gain methylation post differentiation (6.31%) (Figure 3A,B). Previous studies reported that of 3712 LSD1-bound PpG enhancers, 2738 (~74%) are decommissioned and undergo demethylation of H3K4me1 post differentiation. Consistent with the observations made for LSD1-bound enhancers, our data show that 29% of the decommissioned enhancers increase in DNA methylation, which was reduced to 7% in pargyline-treated cells (Figure S2A,B). Interestingly, a small fraction of PpGes showed a decrease in DNA methylation post differentiation, which increased in pargyline-treated samples. This could be due to a spurious low activity of DNMT3A in undifferentiated cells or during random differentiation events that is affected by pargyline treatment.

We have previously shown that the activity of LSD1 is inhibited by its interaction with the OCT4 transcription factor bound in PpGes. Ingenuity pathway analysis (IPA) further showed that LSD1-regulated PpGes were associated with OCT4-regulated genes [34]. Consistent with previous observations, the IPA of methylated PpGes showed that the associated genes are largely regulated by OCT4 and this enrichment was lost upon pargyline treatment (Figure 3C,D). These data support the role of OCT4/LSD1 activity in the regulation of DNA methylation in these enhancers.

### 2.4. Sparsely Methylated Enhancers Are Strongly Affected by LSD1 Inhibition

We next compared the impact of LSD1 inhibition on the gain of DNA methylation in PpGes by ranking from highest to lowest the increase in DNA methylation post differentiation and comparing DNA methylation in pargyline-treated samples. Interestingly, the heatmap shows that, whereas highly methylated enhancers were not affected by pargyline treatment, enhancers with a moderate level of methylation were hypomethylated (Figure 4A). We performed unsupervised hierarchical clustering to group the enhancers showing specific patterns. The data again confirm reduced methylation in pargyline-treated cells and an overall enhancer hypomethylation phenotype (Figure 4B). Indeed, when we performed DNA methylation analysis for individual PpGes through methylation-dependent qPCR (MD-qPCR), the gain in DNA methylation in the PpGes of *Lefty1, Lefty2, Sox2, Trim28, Esrrb*, and *Sall4* in untreated differentiated cells was strongly reduced in pargyline-treated differentiated cells. (Figure 4C). These data confirm that LSD1 inhibition has a widespread effect on the gain of DNA methylation in PpG enhancers post ESC differentiation.

### 2.5. Enhancers with Intermediate CpG Density Are Sensitive to LSD1 Inhibition

Most enhancers have been reported as regions with low/intermediate CpG content, making them susceptible to regulation by differential methylation [35,36]. However, some enhancers reside in CpG-rich regions, including CpG islands, which are hypermethylated in cancer and could be regulated by differential DNA methylation [37]. Given that our data in Figure 4A show a bimodal change in DNA methylation, where highly methylated enhancers are not affected by LSD1 inhibition, we asked if there is a correlation between the change in DNA methylation and the CpG content of the enhancers. We first determined the overlap of all MethylRAD sites with regions of high, intermediate, and low CpG content to determine the relative percentage in each group. 

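The genome was divided into 500 bp windows with 5 bp of overlap, and a window was called high in CpG content with a CpG ratio above 0.75 and a GC content above 55%, low with a CpG ratio below 0.48 and intermediate otherwise. Of the classified windows of GRCm38, 97.3% were low, 2.43% intermediate and 0.293% high in CpG content. In the undifferentiated sample, 94.3% of the sites lay in low, 5.37% in intermediate (Wilson interval, 5.33 to 5.41%) and 0.348% in high CpG windows (0.338 to 0.358%). In the untreated sample, 5.94% of the sites were in intermediate and 0.742% in high CpG windows, and in the treated sample 5.49% and 0.749%. With CCGG sites only, the treated sample had 7.68% of its sites in intermediate and 1.21% in high CpG windows. With at least 10 reads, the share in high CpG windows was 0.179% in the undifferentiated, 0.356% in the untreated and 0.399% in the treated sample. Relative to the number of CCGG motifs in the genome, high CpG windows had 3.22% of their motifs listed in the undifferentiated, 9.18% in the untreated and 11.4% in the treated sample, and low CpG windows had 60.4%, 60.2% and 60.1%.

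**Figure D3:**
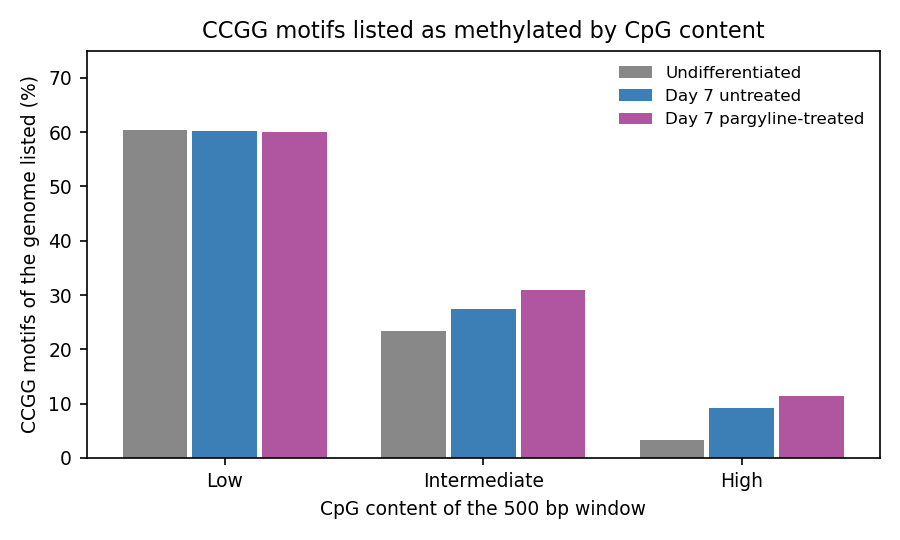
Share of the CCGG motifs of the genome listed with at least 5 reads (vertical axis, percent) by the CpG content of their 500 bp window (horizontal axis) in the undifferentiated, day 7 untreated and day 7 pargyline-treated samples, 1 library each. Intermediate windows rise from 23.5% in the undifferentiated to 27.4% in the untreated and 30.9% in the treated sample.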

For all three samples, more than 85% of sites were mapped to regions with intermediate CpG content and about 12-13% were mapped to regions with high CpG content (Figure S3A).

We next sorted LSD1-bound enhancers with high and intermediate/low CpG content and determined the fractional distribution of change in DNA methylation during ESC differentiation in the absence and presence of pargyline. We detected a gain of DNA methylation post differentiation in ~40% of high-CpG content enhancers and 25% containing low/intermediate CpG content (Figure 5A,B). Interestingly, whereas the fraction of methylated high-CpG content enhancers was only reduced to 20% by pargyline treatment, the fraction of methylated low/intermediate-CpG content enhancers was reduced to ~5% (Figure 5C,D). These data suggest that LSD1-mediated regulation of DNA methylation is more prevalent in low/intermediate-CpG content enhancers. We tested this by determining the CpG content of the LSD1-bound enhancers that were decommissioned as defined by demethylation of H3K4me1 post differentiation (Figure S3B) [29]. The data showed that more than 90% decommissioned enhancers have intermediate CpG content, supporting this observation. It is possible that in CpG-rich enhancers, the presence of H3K4 trimethylation attracts other histone demethylases, such as Jumonji enzymes [38], making the gain of DNA methylation less sensitive to LSD1 inhibition. Supporting this prediction, our data showed that, post differentiation, only 16% of methylated PpGes have high CpG content, but in pargyline-treated differentiated samples, 33% have high CpG content (Figure 5E,F).

Taken together, our data describe the use of MethylRAD as a simple and sensitive method to determine changes in DNA methylation in PpGes during ESC differentiation. Our data show a widespread effect of LSD1 inhibition on the gain of DNA methylation in LSD1-bound PpGes. A significantly larger fraction of enhancers affected by LSD1 inhibition contain low/intermediate CpG content, suggesting that LSD1-mediated regulation of DNA methylation is potentially guided by CpG content.

## 3. Discussion

Previous studies have demonstrated the activity of the LSD1/Mi2/NuRD complex on the enhancers of PpGs [29]. In response to the signals of differentiation, the enzyme complex deacetylates and demethylates the histone H3 at K27 and K4, respectively. This is followed by activation of the DNA methyltransferase DNMT3A, which methylates the DNA at these sites [30,39]. This mechanism was shown in a subset of PpGes and is speculated to be widely prevalent in other PpGes. In this study, we used MethylRAD sequencing to identify PpGes which gain DNA methylation, which is dependent on H3K4me1/2 demethylation by LSD1 [23]. We first optimized the MethylRAD protocol to be technically straightforward and simple. The changes made in the method allowed for a higher recovery of restriction fragments by excising the 32 bp FspEI restriction fragments from an agarose gel which was purified and used for all the downstream processing. This ensured that the sequenced library contained FspEI sites. In contrast, in the original MethyRAD protocol, the whole genomic DNA after FsPEI digestion was treated for adapter ligation and amplification. This resulted in a mixture of DNA fragments which were separated on polyacrylamide gel and approximately a 100 bp DNA fragment was extracted by gel excision for library preparation and sequencing. This made the identification of the correct band tedious and the process irreproducible. The identification of this band from multiple fragments, which are very close in size, was very challenging and often resulted in the failure of the identification of FspEI sites post sequencing due to the retrieval of a wrong band. Our method, in which FspEI fragments are harvested in the beginning and exclusively used for downstream processing, ensured successful identification of methylated sites and enhanced coverage. Improved sensitivity allowed for regions with lower methylation to be recorded with higher accuracy, thus making it a more robust method to measure small changes in DNA methylation. Our data, which showed a more than 32% increase in CpG coverage compared to RRBS [32], further supported these improvements. Moreover, this tool, unlike other methods, can detect non-canonical cytosine methylation (CpA and CpT) with the same efficiency as for CpG methylation. However, given that the amount of CpG methylation is many times higher than CpA/CpT methylation, which cannot be maintained by DNMT1, it is challenging to accurately measure detectable changes in CpA methylation. 

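In the undifferentiated sample, CCGG sites, where the methylated cytosine is in a CpG, had 31614085 reads, and CCWGG sites, where it precedes A or T, had 8562109 reads, a ratio of 3.69. CCWGG sites can also be read from fragments released at a nearby methylated CpG. Of the CCWGG sites of the undifferentiated sample, 19.5% lay within 32 bp of a listed CCGG site. Of its CCAGG sites more than 40 bp from any CCGG motif, 56.1% had a CpG within 13 bp, against 19.0% of such motifs in the genome. In the treated sample, this share was 30.8%. These values do not separate sites with methylated CpA or CpT from sites read through a neighbouring CpG.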

Increasing the sequencing depth of the MethylRAD fragments will help improve the accuracy of this measurement. It is also important to note that RRBS gives information on methylated and on non-methylated DNA, allowing for a simpler deduction of the percent of methylation in any region, whereas MethylRAD only detects methylated DNA. However, it is possible to use the low read count or absence of reads at a site in MethylRAD data as a proxy for being unmethylated. Given that most differentially methylated regions, such as enhancers, often have a low “background” methylation even in their active state, we were able to detect these enhancers in the undifferentiated cells with low read counts (five reads minimum). An increase in methylation at these sites was observed by a substantial increase in the number of reads at these sites. The data suggest that the specificity and sensitivity of the MethylRAD assay is very suitable for CG-poor regions which are often differentially methylated, which is supported by a higher representation of enhancers in MethylRAD data compared to the RRBS data (Figure 2A,B).

In this study, we used ESC differentiation to study DNA methylation changes in specific regions of the genome. Given that our primary goal was to analyze methylation changes in LSD1-bound PpGes, we also differentiated ESCs in the presence of an LSD1 inhibitor, pargyline, and compared DNA methylation changes with those in untreated samples. Our data showed that the overall distribution of DNA methylation in various functional elements remains unchanged in undifferentiated and differentiated cells. However, there is a significant increase in DNA methylation in promoters and LSD1-bound PpGes in untreated differentiated cells compared to the pargyline-treated cells. These data emphasized the specificity of LSD1-mediated regulation of DNA methylation in enhancers and promoter regions of the genome. It also suggests that the loss of regulation of DNA methylation in LSD1-bound enhancers could impact the gain of DNA methylation in specific promoters. 

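CCGG sites lost since the undifferentiated state provide a comparison for those gained. Of the 85103 CCGG sites listed in the undifferentiated but not in the untreated sample, 8.61% lay in promoters (Wilson interval, 8.42 to 8.80%), and of the 102287 listed in the undifferentiated but not in the treated sample, 7.36% did (7.20 to 7.52%). In both day 7 samples, the CCGG sites gained had a higher promoter share than the CCGG sites lost, by 2.19 times in the untreated sample.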

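Of the 228487 CCGG motifs in promoters of the genome, 24.5% were listed in the undifferentiated, 29.3% in the untreated and 32.7% in the treated sample. Of the 226100 CCAGG motifs in promoters, 8.01% were listed in the undifferentiated and 27.7% in the treated sample. The paper states that the higher DNA methylation in promoters and LSD1-bound enhancers of untreated than of pargyline-treated differentiated cells emphasizes the specificity of regulation by LSD1 at these elements, which for enhancers was not analysed here.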

Given that promoters and enhancers interact in an enhancer–promoter (E-P) loop, we suggest a potential role for E-P loops in the regulation of promoter methylation, which could be experimentally tested. However, if pargyline treatment directly prevents gene repression, then decreased DNA methylation in promoters could also be a consequence of the continued transcription of these genes.

We next focused on DNA methylation changes in the LSD1-bound PpGes. Given that the restriction enzyme FspEI cuts methylated DNA, interestingly, we were able to detect about 53% of LSD1-bound enhancers, suggesting a low level of DNA methylation in these enhancers in the undifferentiated cells. This could be spurious methylation due to random differentiation in the tissue culture or actively maintained low methylation of unknown function. Although the number of enhancers detected post differentiation did not increase drastically (62%), a significant increase in the number of reads at the methylated enhancer sites was observed post differentiation (Table 1). The average depth of reads at CCGG sites also increased post differentiation (Table 2). 

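Relative to the undifferentiated sample, the mean CCGG depth was 1.14 times as high in the untreated sample and 0.795 times as high in the treated sample. These ratios are not corrected for library size. With the deposited RPM values, they were 0.790 and 0.603, so the untreated sample then lay below the undifferentiated sample. CCGG reads made up 62.0% of the mapped reads in the undifferentiated, 49.7% in the untreated and 38.3% in the treated sample. At the CCGG sites listed in all 3 samples, the median log2 ratio of counts to the undifferentiated sample was 0.29 in the untreated sample, ranging from 0.27 to 0.31 over the 19 autosomes, and -0.22 in the treated sample, ranging from -0.25 to -0.21. These log2 ratios are again not corrected for library size. A difference in library size moves all autosomes alike, so the narrow ranges are no evidence of a change in methylation.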

The analysis revealed an increase in DNA methylation in about a quarter of these regions. The proportion of PpGes that gained methylation dropped to 6% in the presence of pargyline, demonstrating the extent of LSD1-mediated regulation of DNA methylation at these sites. A heatmap directly comparing methylated PpGes in treated and untreated cells showed a widespread hypomethylation in treated cells. The spatiotemporal regulation of DNA methylation in PpGes was shown in previous work to involve the role of transcription factor OCT4, which interacts with LSD1 and inhibits its activity [34,40,41,42]. The dissociation of OCT4 from PpGes allows for LSD1 to demethylate H3K4me1 in PpGes post differentiation, suggesting that PpGes that gain DNA methylation in an LSD1-dependent manner are potentially regulated by OCT4. This was confirmed by the enrichment of OCT4-dependent genes in pathway analysis of the methylated PpGes that is decreased in pargyline-treated cells.

In alignment with previously published data showing that DNA methylation changes are prevalent in functional elements with low/intermediate CpG content [9], our data showed that methylated PpGes have an overrepresentation of intermediate CpG content. However, interestingly, whereas a larger fraction of PpGes with high CpG content (39.8%) gained methylation compared to those with intermediate CpG content (24.6%), DNA methylation of PpGes with intermediate CpG content was more susceptible to pargyline treatment. These data suggested that LSD1-mediated regulation of DNA methylation prefers PpGes with intermediate CpG content. Although this relationship could be regulated by various mechanisms, we suggest that CpG-rich PpGes recruit other histone demethylases, making the gain of DNA methylation in these regions less sensitive to LSD1 inhibition.

In summary, we optimized the MethylRAD sequencing protocol and analysis tool for higher sensitivity and accuracy. Given that DNA methylation changes during disease and development occur in CpG-poor regions with lower DNA methylation, the ease and accuracy of this method can be exploited for rapid identification of differentially methylated regions.

## 4. Materials and Method

### 4.1. ESC Culture and Differentiation Method

E14Tg2A (WT) ESCs were maintained in media containing leukemia inhibitory factor (LIF) and induced to differentiate by LIF withdrawal followed by retinoic acid addition. Treatment with the LSD1 inhibitor pargyline (3mM) (Sigma P8013) (Millipore, 616431, Burlington, Massachusetts, USA) was performed as previously described [30]. For all experiments, this procedure was repeated at least two times for sample collection.

### 4.2. MethylRAD Library Preparation and Sequencing

Genomic DNA was isolated using standard phenol:chloroform extraction, followed by ethanol precipitation. DNA from various samples was digested with FspEI for 4 h at 37°C and subjected to electrophoresis in a 2% agarose gel. FspEI recognizes C^m^C and makes double-stranded breaks at the N_12_/N_16_ position from the modified cytosine. At CpG sites, FspEI cleaves bidirectionally, releasing 31 or 32 bp fragments. The DNA around 30 bp was excised out of the agarose gel and purified using a modified freeze and squeeze technique (Figure S1A) [43]. In brief, the excised gel pieces were placed inside a 0.65 mL micro centrifuge tube with a small hole in the bottom of the tube which was made using a 20-gauge needle. The 0.65 mL tube containing the gel piece was then placed in a 1.5 mL micro centrifuge tube and flash frozen in liquid nitrogen. The samples were then thawed at room temperature and centrifuged at 15,000 rpm for 10 min. This extruded the DNA along with the buffer into the 1.5 mL tube, leaving behind agarose in the small tube. The DNA was extracted by ethanol precipitation, resuspended in TE and quantified by a NanoDrop. This DNA was further used for adaptor ligation at 4°C overnight [23]. The ligated DNA was PCR amplified with index primers, purified using a QIAquick PCR purification kit and sequenced using a Novaseq 6000. The primers used for PCR amplification are listed in S1.

### 4.3. Alignment and Quality Control 

Single-end 1 × 150 sequencing was performed on a NovaSeq 6000 for undifferentiated ESCs and day 7 differentiated samples. Base quality values were calculated using Phred score. The program FastQC v. 0.11.7 [44] was used to check data quality before and after quality trimming/adapter removal. Adapters were removed from reads using Trimmomatic v. 0.36 [45]. Trimmomatic is a program that removes adapter sequences and trims short Illumina reads based on quality. Cutadapt version 2.2 [46] was used to trim reads further, removing the first two and last two bases of each read. Reads containing more than 0 Ns were discarded, and low-quality (Phred score < 20) reads were removed. Reads which did not have FspEI sites present anywhere in the read were removed using “grep”. Finally, Bowtie2 version 2.3.3 [47,48] was used to map reads to the ENSEMBL *Mus musculus* reference genome version GRCm38.93. A maximum of one mismatch was allowed in read mapping. Reads mapped to the genome exactly one time were included in further analyses as it was not possible to judge the actual position of the methylation site in multi-mapped reads.

### 4.4. Methylation Site Identification and Quantification

Methylated sites were catalogued by iterating through all read sequences to find a matched pattern of CCGG/CCWGG methylation sites (i.e., CCGG, CCAGG, and CCTGG) and recording their location in the genome. The number of reads mapping to each methylated site was recorded and adjusted for substitution, deletion, and insertion accordingly. Sites were also matched with the reference genome for verification. Sites that had fewer than five reads were removed from downstream analysis as these were less reliable; counts from duplicate sites between patterns were summed as one site. The observed sequencing depth in MethylRAD data directly corresponded to the degree of methylation at the site.

### 4.5. Comparing MethylRAD Data to RRBS

MethylRAD data was compared to bulk RRBS data from Guo et al. [32]. BED files were downloaded from the Gene Expression Omnibus [GEO; http://www.ncbi.nlm.nih.gov/geo/], accession number GSE47343. BED file mm9 regions were converted to mm10 coordinates using CrossMap, and regions were then filtered to only include locations with at least five methylated reads in each dataset. Finally, overlap was found between MethylRAD and RRBS sites using BEDTools intersect v2.27.1. In quantifying the overlap between total sites identified in RRBS and MethylRAD, only unique sites were considered, and sites identified in multiple MethylRAD samples were only counted once per site.

### 4.6. Annotation to LSD1-Bound Enhancers

Sites in the LSD1-bound enhancers were modified to include 1 kb up- and downstream of the start site. All samples were annotated to the modified LSD1 regions using BEDTools intersect. The total methylation of a region was determined by combining the read counts of all sites in that region. Upper and lower quartiles were used in thresholding regions to define gaining or losing methylation. Specifically, all regions with more than 22 read counts in undifferentiated than in day 7 samples were identified as losing DNA methylation during differentiation. All regions with more than 30 read counts in day 7 samples than in undifferentiated samples were identified as gaining DNA methylation. Regions were divided into low, intermediate, and high methylation regions by comparing the level of methylation of LSD1-bound enhancers identified as methylated in the MethylRAD data to the level of methylation observed in all identified enhancers genome wide. First, the average length of enhancers in the EnhancerAtlas database (version 2.0) was calculated for each gene (if different studies had different lengths for the enhancers then these lengths were averaged). The LSD1-bound regions identified were always 2500 in length (500 bases from Whyte et al., X +1kb up- and downstream)]. The raw counts for each enhancer in each sample were then normalized by dividing by the length and then multiplied by 1000. Quartiles were calculated and used to determine regions of low (0, *Q*_1_), intermediate (*Q*_1_, *Q*_4_), and high (*Q*_4_, ∞) methylation.

### 4.7. Comparison of Methylation Levels between Samples

The union of enhancers found in both the undifferentiated 7 day and pargyline (PG)-treated ESC samples was determined. The differences in methylation for each combination of enhancer regions were computed by subtracting the undifferentiated sample counts from those of the other samples. Comparative figures were produced from these final data. Quartiles were used to determine the regions with the greatest loss of methylation and greatest gain of methylation between differentiated and undifferentiated samples. The greatest decrease in methylation was determined from untreated differentiated samples minus untreated undifferentiated samples to be (−∞, *Q*_1_), no significant change was between (*Q*_1_, *Q*_4_), and the greatest increase in methylation was (*Q*_4_, ∞).

### 4.8. Calculating CpG Content

The genome was divided into 500 bp windows with five bases of overlap. In each window, the length of the window, as well as the number of Cs, Gs, and CpGs, were calculated. For each window, CpG content was calculated as previously described [49]. CpG ratio = (number of CpGs x number of bps)/(number of Cs x number of Gs). The three categories of CpG content were classified as follows: high CpG regions are windows with a CpG ratio above 0.75 and a GC content above 55%, low CpG regions are windows with a CpG ratio below 0.48, and intermediate CpG regions are all other windows. The MethylRAD sites were overlapped with regions of high, intermediate, and low CpG content to determine the percentage of all sites which were found in high-, intermediate-, and low-CpG content windows.

### 4.9. Pathway Analysis

Differentially methylated sites were associated with genes and were used to perform a pathway analysis and a functional enrichment analysis. Pathway analyses were performed on LSD1 regions divided by degree of methylation (low, intermediate, and high methylation), as well as on regions with a significant decrease in methylation, increase in methylation, and no change in methylation between differentiated and undifferentiated samples. Ingenuity Pathway Analysis software (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity) was used in the annotation of genes and in performing the pathway analyses. All p-values were corrected for multiple testing using the Benjamini–Hochberg method. Pathways and functional categories were enriched if the adjusted *p*-value < 0.05.

### 4.10. DNA Methylation-Dependent qPCR Assay (MD-qPCR)

Genomic DNA was harvested using a standard phenol:chloroform isolation, followed by ethanol precipitation. DNA from samples was digested first with CviQI (NEB, R0639L) overnight at 25°C. Purified samples were then digested with FspEI (NEB) overnight at 37°C. The digested DNA was purified and quantified by PicoGreen according to the manufacturer’s protocol (Life Technologies, P11495) using a NanoDrop 3300 fluorospectrometer. Quantitative PCR was performed using an equal amount of DNA for each sample. The change in DNA methylation is represented by relative fold change in the Cq value as follows: 2^(Cq(U)-Cq(I)), where Cq(U) is the Cq for the undifferentiated ESC sample, and Cq(I) represents treated or untreated day 7 differentiated ESCs. Cq is the quantification cycle as calculated by Biorad CFX Manager 3.1 based on the Minimum Information for Publication of Quantitative Real-Time PCR Experiments (MIQE) guidelines [50]. The primers used for DNA methylation-dependent qPCR analysis have been previously described [30]. Standard deviations represent three technical and two biological replicates.

## Figures and Tables

**Figure 1:**
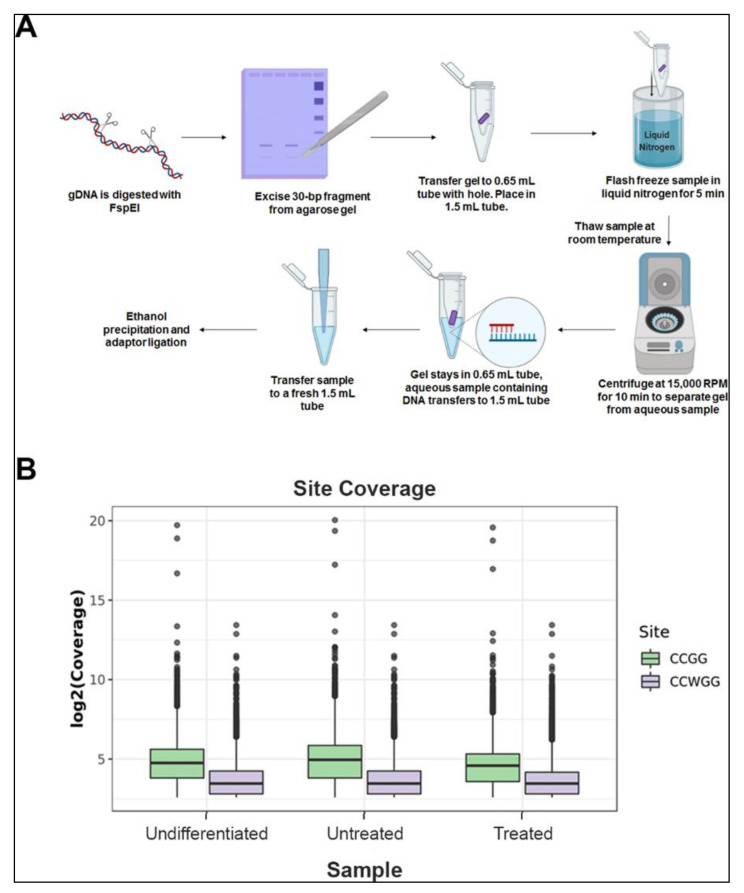
MethylRAD sequencing method and analysis: (**A**) flow chart illustrating stepwise protocol for genomic DNA digestion and purification of 31 to 32 bp fragments from agarose gel which are used for library preparation for high throughput sequencing. (**B**) Coverage of CCGG and CCWGG sites identified in each MethylRAD sample. Box plots showing the sequencing depths of the methylation sites (CCGG and CCWGG) in each sample of undifferentiated embryonic stem cells (Undifferentiated), day 7 differentiated cells (Untreated), and day 7 differentiated cells treated with pargyline (Treated). Green boxplots show the log2 coverage distribution for CCGG sites and purple boxes show the distribution for CCWGG (CCAGG and CCTGG sites). Center lines in the boxplots show the median, and boxes show the interquartile range (IQR), with the bottom of the boxes showing the first quartile (Q1), and the top of the box showing the third quartile (Q3). The bottom and top whiskers show Q1-1.5*IQR and Q3+1.5*IQR, respectively.

**Figure 2:**
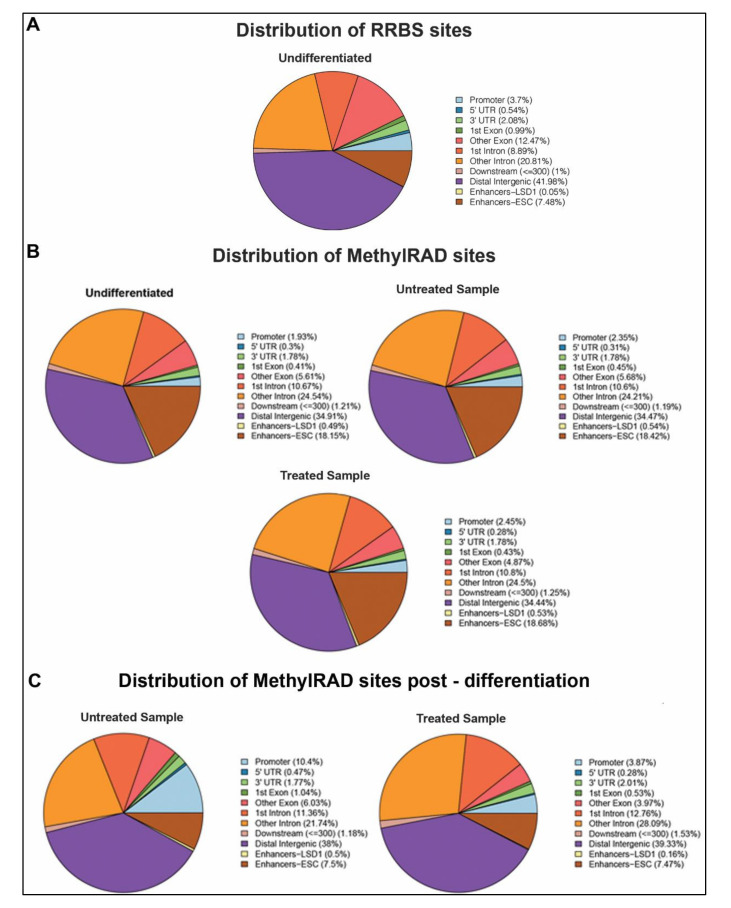
Distribution of methylated regions. Fractional distribution of mapped methylated sites was performed across regulatory regions of the genome. (**A**) The pie chart represents methylated sites identified in undifferentiated embryonic stem cells in RRBS data. (**B**) The pie charts represent methylated sites identified in MethylRAD data in embryonic stem cells (ESCs) in undifferentiated state, day 7 post differentiation (Untreated), and day 7 post differentiation treated with pargyline (Treated). (**C**) The pie charts show fractional distribution of sites identified by MethylRAD that are methylated only post differentiation in untreated or pargyline-treated cells.

**Figure 3:**
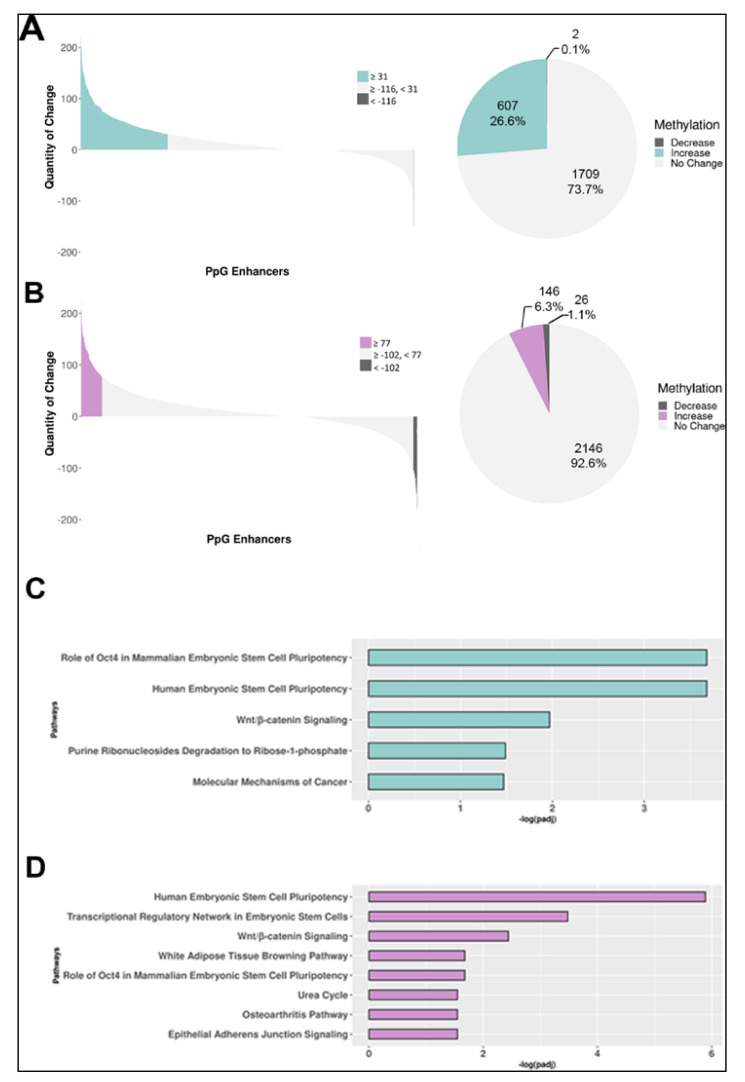
DNA methylation change in LSD1-bound pluripotency gene enhancers during ESC differentiation. (**A**,**B**) Genome-wide DNA methylation analysis by MethylRAD sequencing. The number of MethylRAD reads per LSD1-bound pluripotency gene enhancer (PpGe) region were used as a measure for the extent of DNA methylation and compared between day 7 (D7) differentiated (untreated or treated) and undifferentiated (UD) samples. Untreated (**A**); treated (**B**). The left panel of the waterfall plot shows DNA methylation changes in pluripotency gene enhancers (PpGes), which were computed by subtracting normalized read counts in D7 differentiated samples from normalized counts in UD samples. Upper and lower quartiles were used in thresholding regions as gaining or losing methylation. The right panel of the pie chart shows fractional distribution of PpGes with an increase, decrease, or no change in DNA methylation. (**C**,**D**) Statistically significant enriched canonical pathways among the genes associated with increased DNA methylation in enhancers. (**C**) Pathways that had higher enhancer DNA methylation in D7 untreated differentiated samples than UD. (**D**) Pathways that had higher enhancer DNA methylation in pargyline-treated D7 differentiated samples than in UD. The *x*-axis shows the log_10_ (adjusted p-value), with the p-values adjusted for multiple testing using the Benjamini–Hochberg method.

**Figure 4:**
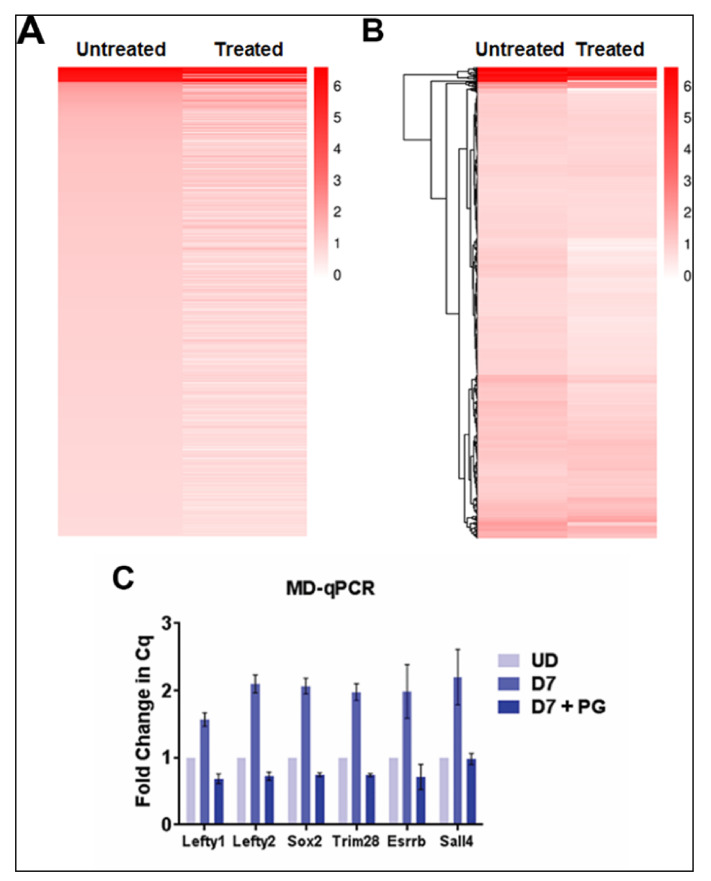
Heat map displaying the level of DNA methylation in LSD1-bound enhancers that gain methylation post ESC differentiation. Reads were quantified for each enhancer and the fold change of day 7 differentiated (untreated or pargyline-treated) to undifferentiated counts was log transformed. Light to dark red depicts a higher gain in DNA methylation post differentiation and white depicts little or no change. (**A**) Enhancers are ranked from greatest to smallest increase in methylation in untreated cells, whereas the treated panel compares the DNA methylation of these enhancers in pargyline-treated samples. A significant fraction of enhancers have lower DNA methylation [29] in treated cells compared to untreated. (**B**) Hierarchical clustering based on the Euclidean difference in log fold change is shown in a dendrogram. A clear pattern of enhancer hypomethylation is visible in the treated panel. (**C**) DNA methylation in listed enhancers was measured by methylation-dependent qPCR (MD-qPCR). The DNA was restricted using methylation-dependent enzyme MspJI, which cuts at methylated cytosines. The specific enhancers were amplified using the cleaved DNA as a template by qPCR. The Cq values for differentiated untreated and treated samples were normalized to those of undifferentiated samples. An increase in Cq value indicates a gain of DNA methylation, which was absent in pargyline-treated samples.

**Figure 5:**
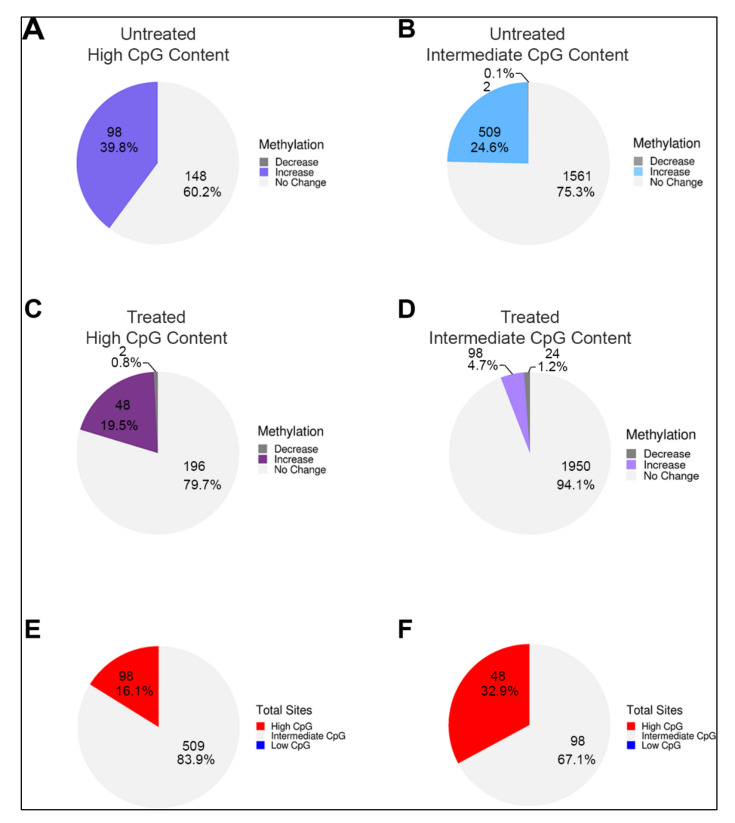
Frequency of DNA methylation correlated with CpG content of PpGes. LSD1-bound PpGes were sorted based on high and intermediate/low CpG content. Pie charts showing change in DNA methylation in untreated cells post differentiation in PpGes with (**A**) high CpG content and (**B**) intermediate/low CpG content, and in pargyline-treated cells post differentiation in PpGes with (**C**) high CpG content and (**D**) intermediate/low CpG content. The data show a 5-fold decrease in the number of PpGes that are methylated post differentiation in (**D**) compared to (**B**) and only a 2-fold decrease in (**C**) compared to (**A**). Direction of change (increase, no change, or decrease), was determined by normalizing to average methylation change in housekeeping genes. PpGes that get methylated post differentiation in the untreated and treated cells (shown in green and purple areas in the waterfall plot of Figure 3) were sorted based on their CpG content. Pie charts show CpG content of methylated PpGes post differentiation in untreated samples (**E**) and treated samples (**F**). DNA methylation gain in PpGes with high CpG content is more resistant to pargyline treatment.

**Table 1:** Read statistics and mapping. Sample sequencing data quantity versus ratio [the ratio of enzyme reads to the unique position of the reference sequence is shown] in undifferentiated embryonic stem cells (UD), day 7 differentiated cells (Untreated), day 7 differentiated cells treated with pargyline (Treated).

Samples	Total Reads	Clean Data	Reads with FspEI Site	Reads Mapped	% Uniquely Mapped Reads
UD	128,245,179	128,244,535	67,257,685	50,959,931	76%
Untreated	191,444,768	191,547,179	103,231,509	73,712,891	71%
Treated	184,231,969	184,230,068	101,304,461	67,235,311	66%

**Table 2:** Sites statistics and mapping. The average sequencing depth of the methylation site (CCGG and CCWGG) in undifferentiated embryonic stem cells (UD), day 7 differentiated cells (Untreated), day 7 differentiated cells treated with pargyline (Treated).

	CCGG		CCWGG	
Sample	# Sites	Average Depth	# Sites	Average Depth
UD	870,345	36.29	538,222	15.96
Untreated	882,955	41.48	1,313,633	15.24
Treated	892,366	28.84	1,162,815	14.00

**Table 3:** Overlap between MethylRAD and reduced representation bisulfite sequencing (RRBS) data. In each dataset, only regions which had at least five methylation events were considered. Percent RRBS overlap shows the percentage of sites in RRBS data that are also captured by the MethylRAD data. Percent MethylRAD overlap shows the percentage of sites in MethylRAD data that are also captured by the RRBS data.

Sample	Sites Intersecting with RRBS (>5 Reads per Site)	Percent MethylRAD Overlap	Percent RRBS Overlap
UD	126625	9%	20%
Untreated	130904	9%	21%
Treated	138419	7%	22%
All MethylRAD	164345	5%	26%

## Supplementary Materials

The following are available online at https://www.mdpi.com/2075-4655/4/4/24/s1, Figure S1. Example of agarose gel electrophoresis of 30-bp control and FspEI digested gDNA. Figure S2. DNA methylation changes at decommissioned PpGe: Post differentiation, many LSD1 bound PpGe get demethylated at H3K4me1. Supplementary Figure S3. (A) Pie charts show CpG content of all the MethylRAD sites in undifferentiated and post differentiation in untreated samples and treated sample. (B) Pie chart showing CpG content distribution of Lsd1 bound and decommissioned pluripotency gene enhancers. Table S1. Adaptors and primers used for MethylRAD library preparation.

How the deposited data were processed for this re-analysis (not part of the article)

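MethylRAD libraries of undifferentiated E14Tg2A ESCs, untreated cells on day 7 of differentiation and cells on day 7 treated with 3 mM pargyline were analysed, with 1 library per condition. The authors removed adapters and low-quality reads, kept reads with an FspEI site, mapped them to GRCm38 with Bowtie2, kept uniquely mapped reads and deposited for each CCGG, CCAGG or CCTGG site the count of reads, without normalization and with a minimum of 5 reads per site. The authors also deposited an RPM value per site, which is the count divided by the mapped reads of the library. The smallest count was 5 in each list, and the RPM values were recovered from the counts with 1 divisor per library.

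From these lists, sites were counted by motif, the mean and median depth was computed, and the lists were compared site by site. Sites were annotated with GENCODE basic transcripts of release M21 on the GRCm38 assembly, and the annotation build of the paper was not used here. Each site was given the first category that applied, in the order promoter, 5′ UTR, 3′ UTR, exon, intron, 300 bp downstream of a gene and distal intergenic. A promoter was within 1 kb of 1 of 77198 transcription start sites, because the paper's text does not define it. CpG content was computed in 500 bp windows with 5 bp of overlap, with the limits of the paper's methods (a CpG ratio of 0.75 and a GC content of 55% for high, a CpG ratio of 0.48 for low CpG content). A site listed only post differentiation had at least 5 reads on day 7 and was not listed in the undifferentiated sample. At 74 positions, the lists gave different motifs, and each sample's own motif was used for its numbers of sites. The named genes were those whose enhancers the paper measured by MD-qPCR, and the 5 sites with the most reads summed over the samples were described in addition. This rule and the alternatives were fixed before the data were examined, apart from 6 alternatives added later.

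Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used. The lists held 40176194 reads at 1408466 sites in the undifferentiated sample and 45216192 reads at 1421071 sites in the untreated sample. The treated list held 42020661 reads at 2055181 sites. For all listed sites with both motifs, the Wilson intervals of the category shares were at most 0.164 percentage points wide. Shares have 95% Wilson intervals and mean depths have 95% bootstrap intervals from 1000 draws over sites. The Wilson intervals cover counting error only, since PCR copies were not separated, and the bootstrap intervals cover only the spread over sites. With 1 library per condition, no test across conditions was made. Alternatives included cutoffs of 6 and 10 reads, random thinning of counts to the smallest library total (40176194 reads), CCGG sites only, sites up to 10000 reads, promoters within 3 kb or upstream only, and windows centred on each site. Annotation, window classes and intervals were tested on simulated data with known answers. In these tests, 100% of the 4000000 simulated bases had the right category and 94.9% of 1000 Wilson intervals held the true share.

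The CCTGG counts of all 3 lists, and the CCAGG counts of the undifferentiated and untreated lists, were nearly identical. Values for all motifs together include these shared counts, and so do the totals of reads at all sites used for scaling and thinning. The main comparisons of shares are therefore also given at CCGG sites alone. A site under 5 reads is not listed, so a site gained between samples can have had up to 4 reads before. Enhancers, RRBS data, housekeeping genes, pathway analysis and MD-qPCR were not analysed here.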

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

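The tests of a CpG near CCAGG sites, of library size behind the CCGG depth and of sequencing errors were chosen only after the result was seen, and the other tests in this part before it was seen. No biological explanation was called where a technical one remained.

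The 3 deepest CCGG sites lie in a cluster on chromosome 2, which the paper does not discuss, and had far more reads than any other site. The deepest lies at position 98666502 to 98666505 of GRCm38, 45 bp from the protein-coding gene Gm10800 and within 1 kb of a transcription start site, in the reference sequence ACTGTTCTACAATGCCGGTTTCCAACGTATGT. It had 861369 reads in the undifferentiated, 1076708 in the untreated and 779449 in the treated sample, against a median CCGG site of 26, 30 and 23 reads. From 98662000 to 98668000, sites held 3.65%, 4.25% and 3.25% of the reads at all sites. The 20 bp around the deepest site occur 3 times in the assembled chromosomes, and all 3 copies are sites of this cluster (98666502, 98666261 and 98662793). Reads from near-identical copies that the assembly lacks could collect here. The search covered only exact copies in the assembled chromosomes, so it could not find such copies. This explanation therefore cannot be told apart from heavy methylation or amplification of the cluster. That the 3 copies leave the question open was judged after their positions were seen, since several copies alone had been set as the sign of this explanation. No biological explanation was tested, since the sites were deep in all 3 samples.

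The treated sample listed 666827 CCAGG sites that were absent from the undifferentiated sample, and the paper reports only CCAGG and CCTGG sites together. In all, it had 3.33 times as many CCAGG sites as the undifferentiated sample. With counts thinned to the smallest number of mapped reads, the ratio was 2.70, so library size did not account for it. If the additional sites were read from fragments released by a methylated CpG nearby, they would have a CpG within 13 bp at least as often as those of the undifferentiated sample. Of the CCAGG sites of the treated sample more than 40 bp from a CCGG, 30.8% had one, against 56.1% in the undifferentiated sample and 19.0% in the genome. If windows of all classes were read equally well, random fragments would list CCAGG motifs as often in high CpG windows as in low ones. The ratio of the listing rates was 0.871 in the treated sample, which is less often in high CpG windows, and the limit below which random fragments would have been set aside was chosen after this value was seen. In the treated sample, high CpG windows had 19.4%, intermediate windows 31.6% and low CpG windows 22.3% of their CCAGG motifs listed, whereas for CCGG motifs these rates were 11.4%, 30.9% and 60.1%. Random fragments alone would list the 3 classes equally only if unique mapping and amplification were alike in them, which was not tested. The rates therefore cannot decide for or against random fragments, and how large a part they have is open. The treated sample also listed 9 mitochondrial sites with 161 reads, against 2 sites with 13 reads in the undifferentiated and 2 sites with 32 reads in the untreated sample. How far differentiation, pargyline and background reads in the treated library each contribute cannot be told apart, since the untreated list, whose CCAGG counts are shared with the undifferentiated list, gives no comparison at the same day. The paper's own number of CCWGG sites is also higher in the untreated (1313633) than in the undifferentiated sample (538222), which goes against a rise specific to pargyline. Its treated number (1162815) equals that of the list, which includes the shared CCTGG counts. The paper's numbers for the untreated and treated samples therefore cannot be ranked.

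At 26379 positions, a CCGG was read where the reference has none. The paper adjusted counts for substitutions and checked sites against the reference, but reports no separate result for these positions. The reference had CTGG or CCAG at 63.0% of them. Sequencing errors would give shallow sites that are rarely shared. Instead, 65.1% of these sites were listed in all 3 samples, against 72.1% of the CCGG sites that match the reference, and their median depth was 27, 29 and 21 reads in the undifferentiated, untreated and treated samples, against 26, 30 and 23. Sequence differences between the cell line and the reference strain are a candidate explanation that was not tested, since no list of strain variants was used here.

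The mean CCGG depth moved in opposite directions in the 2 day 7 samples, to 1.14 times that of the undifferentiated sample in the untreated and 0.795 times in the treated sample. This difference was not tested, since each condition had 1 library. With the deposited RPM values, both ratios were below 1, at 0.790 and 0.603, and the treated sample had 0.763 times the depth of the untreated sample, so a difference in library size did not account for the whole difference between them. The treated sample spent 28.5% of its reads at listed sites on CCAGG sites, against 10.6% in the undifferentiated sample. The treated total includes the shared CCTGG counts. Lower CCGG methylation with pargyline cannot be told apart from a library in which other fragments took a larger part of the reads.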

How the results depend on the processing

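The alternatives below were set before the data were examined, except for those described as chosen after seeing the data. No paired analysis was possible because there was 1 library per condition. For the same reason, no result has a test across conditions. A share, depth or ratio is called moved when it left its 95% interval, which covers counting error or, for depths, the spread over sites. The intervals of shares are narrow with so many sites. A number of sites or promoters is called moved when it changed by more than 1.5 times.

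The number of CCGG sites in each sample stayed within 1.5 times its value at 5 reads with 6 reads, with 10 reads and with counts thinned to the smallest library total. The number of CCWGG sites fell to 275699, 275694 and 595967 in the undifferentiated, untreated and treated samples with at least 10 reads and stayed within 1.5 times with 6 reads, with thinned counts and without the sites within 32 bp of a listed CCGG site. The union fell to 1026125 with CCGG sites only and stayed within 1.5 times with at least 6 and at least 10 reads.

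The mean CCGG depth was 34.6, 39.3 and 27.4 in the undifferentiated, untreated and treated samples without sites above 10000 reads, 40.1, 47.6 and 32.6 at the sites listed in all 3 samples and 41.8, 48.1 and 34.2 at sites with at least 10 reads, and the medians were 26, 30 and 23. The ratio to the undifferentiated sample kept its direction in both day 7 samples under these alternatives. With reads scaled by the reads at all sites, it was 1.02 in the untreated sample, close to 1, and 0.760 in the treated sample. The totals of both day 7 lists include CCWGG counts shared with the undifferentiated list. This scaling is therefore not a correction for the size of these libraries, and the value of 1.02 does not show that the direction held. With the deposited RPM values, an alternative chosen after seeing the data, the ratio reversed to 0.790 in the untreated sample and moved to 0.603 in the treated sample. The RPM values divide by all mapped reads, of which the CCGG reads were 62.0% in the undifferentiated and 49.7% in the untreated sample, and that is where this reversal comes from.

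The promoter share of sites in the undifferentiated, untreated and treated samples was 16.5%, 17.3% and 17.7% within 3 kb of a start site, 3.16%, 3.48% and 3.64% with 1 kb upstream only, 6.09%, 6.50% and 6.92% with at least 10 reads and 6.56%, 7.73% and 8.53% at CCGG sites only. With counts thinned to the smallest library total, the untreated share was 7.25%. With all GENCODE transcripts in place of the basic set, chosen after seeing the data, the shares were 11.0%, 11.8% and 12.0%. The order of the 3 samples was the same under each of these alternatives.

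The promoter share of the sites listed only post differentiation, in the untreated and treated samples, was 24.4% and 8.73% among sites also absent from the other day 7 sample, 13.7% and 8.50% with at least 10 reads, 28.7% and 19.6% within 3 kb and 18.2% in the untreated sample with thinned counts. The ratio of the treated to the untreated share was 0.357, 0.620, 0.683 and 0.513 under these 4 alternatives, each below 1. At CCGG sites only, the treated share was 21.4% and the ratio reversed to 1.13. With CCGG counts thinned to the smallest CCGG total, chosen after seeing the data, the shares were 15.4% and 19.8% and the ratio was 1.29. This reversal follows from the CCAGG sites, which had a promoter share of 7.11% in the treated sample and were absent among the untreated sites. With all GENCODE transcripts, also chosen after seeing the data, the shares were 23.0% and 13.5%.

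The share of sites in high CpG windows, in the undifferentiated and untreated samples, was 0.333% and 0.767% with a window centred on each site. With CCGG sites only, it was 0.984% and 1.21% in the untreated and treated samples, and with at least 10 reads it was 0.179%, 0.356% and 0.399% in the undifferentiated, untreated and treated samples. The share in intermediate CpG windows was 5.52%, 6.10% and 5.65% with centred windows, 5.97%, 6.89% and 7.68% with CCGG sites only and 5.12%, 5.58% and 5.36% with at least 10 reads. The cause of these changes was not tested.

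The number of protein-coding promoters gaining at least 31 reads in the treated sample was 2514 with CCGG sites only and 3281 with CCGG reads scaled to the smallest CCGG total, and 1384 gained at least 77 reads. In the untreated sample, the number was 1865 with reads scaled to the smallest library total, 2014 with reads scaled by the reads at exonic sites and 1211 with scaled CCGG reads. The scaling of CCGG reads was chosen after seeing the data.

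Of the 56 other values, which are ratios of reads around the 6 named genes, 19 changed direction, 10 moved without changing direction and 27 stayed within counting error. Part of these reversals is arithmetic. Without scaling, the untreated ratio was 1.08 for Esrrb, 1.10 for Lefty1 and 1.11 for Trim28, because the untreated list has 1.13 times the reads of the undifferentiated list and every gene moves by this factor. At CCGG sites only, the treated ratio was 0.758 for Esrrb, 0.830 for Lefty2, 0.884 for Sall4 and 0.929 for Trim28. Here reads were divided by the reads at all motifs, of which CCGG sites had a share 0.779 times that of the undifferentiated list. This divisor accounts for the reversals of Lefty2, Sall4 and Trim28, but not by itself for that of Esrrb. Divided by CCGG reads instead, an alternative chosen after seeing the data, the treated ratio was 1.07 for Lefty2, 1.13 for Sall4 and 1.19 for Trim28, and it reversed to 0.973 for Esrrb and 1.05 for Sox2, both with an interval that includes 1. The untreated ratio with 50 kb on each side was 1.01 for Esrrb, 0.951 for Lefty2, 0.989 for Sall4, 0.971 for Sox2 and 1.02 for Trim28, and the treated ratio was 0.967 for Lefty1. Within 1 kb of the start site, the untreated ratio was 1.25 for Lefty1 and 1.28 for Trim28, and the treated ratio of Esrrb was 0.726. At CCGG sites only, the untreated ratio of Trim28 was 1.02. The untreated ratios of Lefty1, Lefty2, Sox2 and Trim28 had intervals that include 1 before any change, so their reversals carry little weight. The cause of the other reversals was not tested. No site near the start site of Sall4 or Sox2 was listed in the undifferentiated sample, which leaves up to 4 reads per site, so no ratio was computed there.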

Differences from the paper's values

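The number of CCWGG sites in the untreated sample was 538116, and the paper's value is 1313633. None of the alternatives set before the data were examined closed the gap. These were at least 6 or 10 reads, thinned counts and no CCWGG site within 32 bp of a listed CCGG site. Each can only remove sites, so they could not have raised the number and do not bear on the gap. Averaged over the 3 samples, the number of CCWGG sites was 0.746 times 1e6, against the paper's 1.21 times 1e6. These alternatives lower the average further, so they could not close that gap either. The paper's own numbers for the 3 samples, 538222, 1313633 and 1162815, also have a mean below 1.21 times 1e6. The union of sites was 2231048 with at least 5 reads, within 1.5 times of the paper's 3212889. With more than 5 reads it was 2026653, which was not.

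The promoter share of sites was 6.66% in the undifferentiated, 7.39% in the untreated and 7.68% in the treated sample, and the paper's values are 1.93%, 2.35% and 2.45%. With a promoter of 1 kb upstream only, the untreated share of 3.48% and the treated share of 3.64% came within 1.5 times of the paper's values, and the undifferentiated share of 3.16% did not. A promoter within 3 kb, at least 10 reads, CCGG sites only and thinned counts did not close the gap in any sample. The paper's categories also include enhancers, which were not analysed here.

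The promoter share of sites listed only post differentiation was 18.9% in the untreated and 9.35% in the treated sample. The paper's values are about 10% and about 3.9% in Fig. 2C, read by eye. With at least 10 reads, the untreated share of 13.7% came within 1.5 times of the paper's value. The other alternatives set before the data were examined (absence from the other day 7 sample, CCGG sites only, thinned counts, a promoter within 3 kb) did not close the untreated gap, and none of the alternatives closed the treated gap.

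The share of sites in intermediate CpG windows was 5.37% in the undifferentiated, 5.94% in the untreated and 5.49% in the treated sample, and the paper states more than 85% for all samples. The share in high CpG windows was 0.348%, 0.742% and 0.749%, and the paper's range starts at about 12%. Neither windows centred on each site, CCGG sites only nor at least 10 reads closed these gaps. With the window definition of the methods, most sites fell in low CpG windows.

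The paper states that promoters made up a smaller part of the sites gained with pargyline than of those gained without it. With CCGG and CCWGG sites together, the order was the same, and the ratio of the treated to the untreated share was 0.496. With CCGG sites only, the ratio was 1.13, in the other direction. The paper also states that CCGG depth increased post differentiation, and the ratio to the undifferentiated sample was 1.14 in the untreated and 0.795 in the treated sample.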

Other observations

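In this part, the tests of where the shared CCWGG counts come from, of CCAGG sites in the promoter shares and of gained against lost sites were chosen only after the result was seen.

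The CCTGG counts were nearly identical in all 3 lists, and the CCAGG counts in the undifferentiated and untreated lists. If libraries were so alike that counts coincide, CCGG counts would also be equal, but they were at 2.52% of the sites shared by the undifferentiated and untreated samples. If the undifferentiated counts stand in the other lists, the shared counts should follow the CCGG counts of the undifferentiated sample at sites within 10 bp, which come from the same reads. The Spearman correlation of the CCTGG counts of the treated list was 0.992 with undifferentiated CCGG counts and 0.523 with the treated sample's own, while the CCAGG counts of the treated list had correlations of 0.513 and 0.984, respectively. CCAGG and CCTGG are the same motif on opposite strands and had a ratio of sites of 0.995 in the undifferentiated list, against 3.31 in the treated list. These values are consistent with CCTGG counts of the undifferentiated library in all 3 lists and its CCAGG counts in the untreated list. The paper's own number of CCWGG sites in the untreated sample, 1313633, belongs to other counts than those listed.

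The lower promoter share of post-differentiation sites in the treated than in the untreated sample follows from the treated list's own CCAGG sites. These were 666827 of its 791132 post-differentiation sites and had a promoter share of 7.11%, against 21.4% at its CCGG sites and 18.9% in the untreated sample. With CCGG sites only, the ratio of the shares was 1.13. A difference in the number of CCGG reads did not account for this, since after thinning the CCGG counts to the same total the ratio was 1.29. Whether untreated cells would show the same with CCAGG counts of their own was not tested.

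CCGG sites gained post differentiation lay in promoters more often than sites lost, by 2.19 times in the untreated sample, where a cutoff of 5 reads acting on sites near it would give similar shares if the libraries had equal CCGG reads. The untreated sample had 1.16 times the CCGG reads of the undifferentiated sample. With CCGG counts thinned to the same total, its gained sites lay in promoters 1.90 times as often as its lost sites. In the treated sample, 21.4% of the gained and 7.36% of the lost CCGG sites lay in promoters, and with thinning the ratio was 2.87. The promoter share of gained sites in the untreated sample fell from 18.9% to 15.4% with this thinning and to 13.7% at 10 or more reads, so cutoff and depth account for part of it, but not for all of the difference between gained and lost sites. High CpG windows had more of their CCGG motifs listed on day 7, at 9.18% in the untreated and 11.4% in the treated sample, than in the undifferentiated sample, at 3.22%. Methylation gained at promoters cannot be told apart from background reads, which were not tested for these sites, and mitochondrial sites had 13 reads in the undifferentiated, 32 in the untreated and 161 in the treated sample, at 2, 2 and 9 sites.

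The color keys in Fig. 3A and Fig. 3B give a gain of methylation from 31 reads in untreated and from 77 reads in treated cells. The enhancers shown there were not analysed here. The paper's methods state a single gain cutoff for day 7 samples, equal to 31 or more reads, and none specific to treated cells. The legend of Fig. 3 also describes normalized counts, with thresholds taken from quartiles. Which cutoff was used for treated cells is therefore unclear. As an analogous count, reads without normalization were summed over 2.5 kb around the start sites of 21921 protein-coding genes. Of these, 18293 had a listed site. With 31 reads in untreated and 77 in treated cells, 3137 (17.1%) and 1384 (7.57%) promoters gained reads. With 31 reads in both, 5423 promoters gained reads in treated cells, 3.92 times the number at 77 reads. A lower cutoff can only raise the number, and the treated list's own CCAGG counts enter it, whereas the shared CCWGG counts of the untreated list add no gain, so this ratio does not show that the cutoff explains the lower number in treated cells. At CCGG sites only, with 31 reads in both, 3137 promoters gained reads in untreated and 2514 in treated cells. The lower number in treated cells at CCGG sites may reflect the number of CCGG reads, since with CCGG reads scaled to the same total the number in treated cells was 2.71 times that in untreated cells (3281 against 1211). Whether the enhancers of Fig. 3 behave the same way was not tested.

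Reads were summed over the 6 pluripotency genes whose enhancers the paper measured by MD-qPCR, with 10 kb on each side, and scaled by the reads at all sites. The enhancers themselves were not located here, and the CCWGG counts shared between lists enter these sums and the totals used for scaling. In GRCm38, Lefty1 lies on chromosome 1 from 180935022 to 180938400, Lefty2 on chromosome 1 from 180893108 to 180899103, Sox2 on chromosome 3 from 34650405 to 34652461, Trim28 on chromosome 7 from 12999114 to 13031035, Esrrb on chromosome 12 from 86361117 to 86521628 and Sall4 on chromosome 2 from 168748332 to 168767943. In the untreated sample, the ratio to the undifferentiated sample was highest for Sall4, at 1.23 (95% interval of the counting error, 1.14 to 1.31). It was 0.958 (0.927 to 0.991) for Esrrb, and for Lefty1 (0.975), Lefty2 (1.02), Sox2 (1.05) and Trim28 (0.989) the interval included 1. In the treated sample, the ratio was 1.29 (1.18 to 1.42) for Lefty1, 1.25 (1.16 to 1.35) for Trim28, 1.17 (1.06 to 1.28) for Lefty2, 1.09 (1.02 to 1.18) for Sall4 and 1.07 (1.03 to 1.10) for Esrrb, and for Sox2 (0.903) the interval included 1. At CCGG sites only and scaled by CCGG reads, the treated ratio was 1.35 (1.21 to 1.51) for Lefty1, 1.19 (1.09 to 1.31) for Trim28 and 1.13 (1.04 to 1.24) for Sall4, and for Lefty2 (1.07), Sox2 (1.05) and Esrrb (0.973) the interval included 1.

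Besides the chromosome 2 cluster, the 5 deepest sites included a CCGG at position 28176969 to 28176972 of chromosome 4, in a distal intergenic region 636162 bp from Epha7, with 10474, 17068 and 7697 reads in the undifferentiated, untreated and treated samples. Its surrounding sequence is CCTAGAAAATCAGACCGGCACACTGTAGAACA, and the 20 bp around it occur 3 times in the assembled chromosomes. At CCGG sites shared by all samples, the median count on chromosome X was 0.581, 0.595 and 0.571 times the autosomal median in the undifferentiated, untreated and treated samples.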
